A study of Homo sapiens with 6 samples. Its data were reported in "PAI-1 is a potential transcriptional silencer that supports bladder cancer cell activity" (2022).

How the data were processed

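Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out by the authors with an antibody against plasminogen activator inhibitor-1 (PAI-1) on nuclear extracts of RT112 and UM-UC-3, which are established human bladder cancer cell lines. The series has 6 samples: 2 replicate ChIP libraries and 1 input library for each cell line. Groups and replicate numbers were taken from the sample labels, which call the ChIP replicates biological. The 4 ChIP libraries each had a peak list and were analysed. The 2 input libraries were not analysed here.

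According to the methods of the study, the authors mapped paired reads to hg19 with Bowtie at default parameters, removed PCR duplicates with Picard and called enriched regions with MACS2. The authors gave a peak list for each ChIP library, and the methods do not state whether reads of replicates were pooled for calling. Whether the input served as the control in peak calling, and which threshold was set for the deposited lists, is not stated there. A figure legend of the study gives a limit on the false discovery rate for bound probe sets, and how that limit relates to these lists is not stated. Each deposited list gives the chromosome, start, end, name and score of every peak. The score in the deposited lists was read as the −log10 of a p-value or q-value of the peak caller; the lists do not say which of these it is. Its lowest value was 2.00 to 2.01 in all 4 libraries. The score was used only to describe, rank or filter peaks within a library. Peak ends in the lists lay within every chromosome of GRCh37, the assembly on which hg19 is built, and coordinates below are counted from 1 on that assembly. The lists hold no read counts, and the methods give only an average number of reads per sample, so the depth of each library is unknown and no interval for counting error was computed.

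Lines with the same start and end, which are sub-peaks of a single region, were counted once with the highest score. This removed 195 lines of RT112 replicate 1, 78 of RT112 replicate 2, 131 of UM-UC-3 replicate 1 and 161 of UM-UC-3 replicate 2. Gene models came from GENCODE 44 mapped to GRCh37, with 20162 protein-coding genes on chromosomes 1 to 22, X and Y. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.

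Peaks were counted as overlapping when they shared at least 1 bp. Each observed overlap, genomic location and coverage at the transcription start site (TSS) was compared with 1000 random placements, in which all peaks of a chromosome were shifted together by a random distance of 100 kb to 1 Mb in either direction. The shift keeps the width and the spacing of the peaks and, within about that distance, regional differences such as copy number. The permutation p-value is the share of placements as extreme as the observed value. Its smallest possible value is 0.001 for a one-sided and 0.002 for a two-sided test. Alternatives used 200 placements, with smallest possible values of 0.005 and 0.01. Each peak was given the first location it overlapped in the order promoter (3 kb on both sides of a TSS of any transcript), 5′ UTR, 3′ UTR, other exon, intron, downstream (3 kb past the gene end) and distal intergenic. The TSS ratio is the share of bases covered by a peak within 500 bp of the TSS divided by the share at 2 to 3 kb on both sides. For this ratio each gene had a single TSS, the outermost start of the annotated gene. A gene was counted as having a peak when a peak lay in it or within 3 kb of it.

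The gene lists of the study (438 genes for UM-UC-3, 475 for RT112 and 57 on both) were compared with 10000 random lists of protein-coding genes matched on gene length in 20 classes, with Benjamini-Hochberg adjustment over 6 tests. The lists are those published with the study; the RT112 list held 475 distinct genes. Genes named in the text were the 12 genes for which the study designed ChIP-PCR primers; an item that the same rule named is not reported here. Apart from the genes, peaks named in the text were, for each cell line, the 3 with the best mean rank of the score among the peaks found in both replicates. These rules, the groups, the tests and the alternatives were fixed before the data were examined, except where an analysis is said to have been chosen later.

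With 2 libraries per cell line, an exact permutation test of the difference between cell lines cannot give a two-sided p-value below 0.333, and a paired test cannot go below 0.5. Differences between the cell lines are therefore described against the SD of the replicates. The replicate numbers are not known to pair libraries across the cell lines: replicate 1 lay 18098 peaks above the mean of RT112 and deviated by -2403.5 peaks from that of UM-UC-3.

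The procedures were tested on simulated data. In 108021 randomly placed peaks with 29.9% planted as shared, the overlap of replicates was recovered as 29.9%. Unplanted peaks of the second list near a peak of the first had been removed beforehand. The recovery therefore checks the counting and says nothing about chance overlap. For the overlap between cell lines, independently placed lists gave 2.26% against 2.25% by random placement. Removing 50% of the peaks within 500 bp of a TSS gave a TSS ratio of 0.536. Wide peaks beyond that distance may still reach into the window, which was not tested. Of 200 gene lists of 450 genes drawn by gene length alone, 2.5% were called at a threshold of 0.05 with matching on length and 100% without it, so the unmatched comparison was kept only as an alternative.

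Alternatives covered a reciprocal overlap of 50%, the 25% of peaks with the highest scores, equal numbers of peaks per library, placement along the whole chromosome, protein-coding genes only, the midpoint of the peak, wider or TSS-only gene windows, merging of peaks within 200 bp, and leaving out each replicate. Where the cut for the highest scores or for equal numbers fell among tied peaks, those on earlier chromosomes were taken first. Sequence composition was measured in windows of 300 bp around the midpoint of a peak.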

Results

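ChIP-seq of PAI-1, a secreted inhibitor of plasminogen activators that the study also examined in the nucleus, was available as 4 peak lists: 2 replicate libraries of RT112 and 2 of UM-UC-3. Each list is the one that the authors gave for that library. After lines with identical intervals were counted once, RT112 had 96423 peaks in replicate 1 and 60227 in replicate 2, a mean of 78325 ± 25594 (SD, n = 2). UM-UC-3 had 109287 and 114094 peaks, a mean of 111690 ± 3399 (SD, n = 2). The mean was 33365.5 peaks higher in UM-UC-3, and both of its libraries lay above both RT112 libraries (exact permutation test, two-sided p = 0.333, the smallest this design allows). This difference was larger than the SD of either cell line, but it rested on RT112 replicate 2 to a large part: without that library it was 15267.5 peaks, and without RT112 replicate 1 it was 51463.5. Counting every line of the lists moved the difference to 33375.

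The peaks were narrow and covered a small part of the genome. The median width was 293 and 265 bp in RT112 replicates 1 and 2, and 274 and 270 bp in UM-UC-3 replicates 1 and 2. Peaks covered 31.5 and 17.7 Mb in RT112 and 33.6 and 34.6 Mb in UM-UC-3, which was 0.570 to 1.12% of the reference. The median of the authors' score was 3.80 and 4.09 in RT112 and 3.88 and 3.85 in UM-UC-3. Between 8.75 and 10.1% of the peaks of a library had a score of at least 10, and the highest score was 126.8 in RT112 replicate 1 and 91.3 in UM-UC-3 replicate 1.

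To find whether the replicates of a cell line located the same sites, their peaks were intersected. In RT112, 36845 peaks of replicate 1 (38.2%) overlapped a peak of replicate 2, and 61.3% of the peaks of replicate 2 overlapped a peak of replicate 1. The mean of these shares was 49.8%, against 1.91% by random placement, a 26.0-fold difference (one-sided permutation p = 0.001, the smallest that 1000 placements can give). In UM-UC-3 the shares were 74.9% and 71.7%, with a mean of 73.3% against 2.59% by random placement, a 28.3-fold difference (one-sided permutation p = 0.001, likewise the smallest possible). The alternative that moved the mean most was a reciprocal overlap of 50% in RT112, which gave 46.7%, and the restriction to the 25% of peaks with the highest score in UM-UC-3, which gave 62.2%. Replicates of a cell line share that cell line's genome and, if it was used, its input library, and peak lists cannot remove either from this overlap.

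The share of peaks found again in the other replicate rose with the score. In UM-UC-3 replicate 1 it was 57.2% for the 10% of peaks with the lowest scores and 94.2% for the 10% with the highest. The same shares were 55.9% and 91.4% in UM-UC-3 replicate 2, 17.6% and 81.7% in RT112 replicate 1, and 45.6% and 84.5% in RT112 replicate 2.

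Between the cell lines the overlap was far smaller. Over the 4 pairs of libraries from different cell lines, taken in both directions, 3.35 to 6.34% of the peaks of a library overlapped a peak of the other cell line, with a mean of 5.06%. Random placement gave 2.17%, so the observed mean was 2.34-fold higher (one-sided permutation p = 0.001, the smallest possible). Requiring a reciprocal overlap of 50% moved the mean to 3.04%. When the 4 libraries were split into pairs in all 3 possible ways, the mean overlap within pairs was 61.5% for the pairs of replicates and 5.07 and 5.06% for the other ways (exact permutation test, one-sided p = 0.333, the smallest possible). Between 2035 and 2090 peaks per library, 1.80 to 3.38%, overlapped a peak in each of the other 3 lists.

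**Figure D1:**
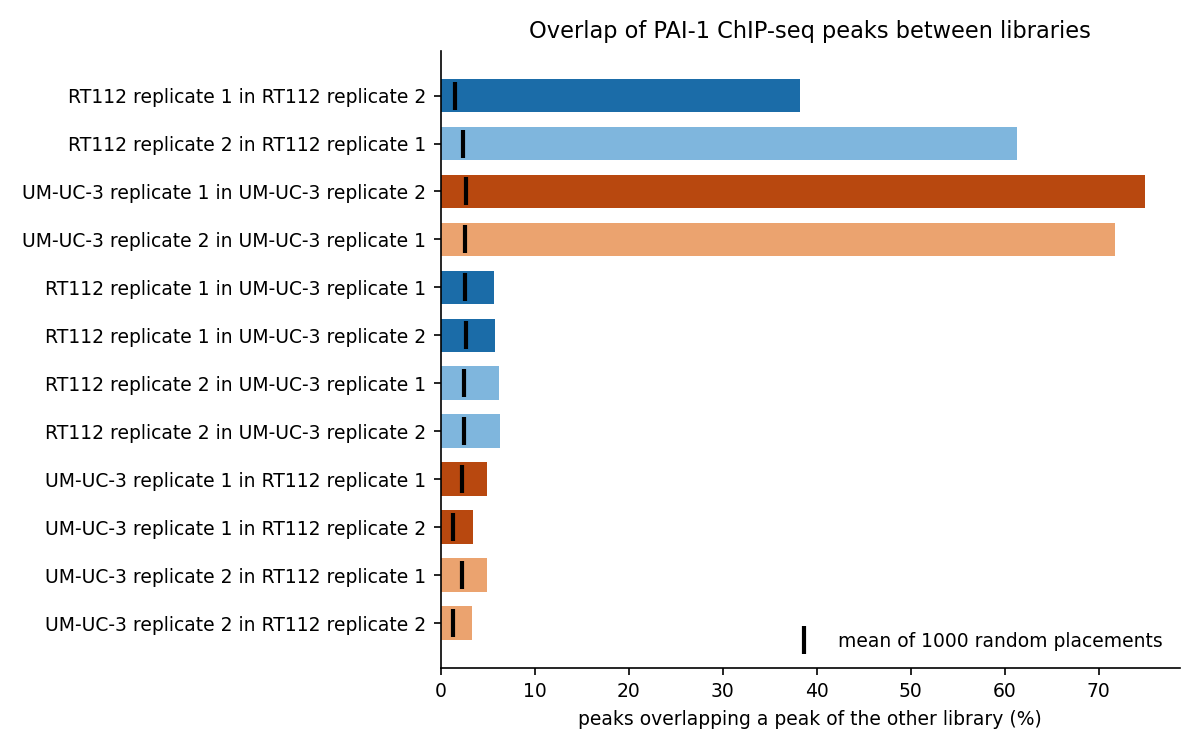
Each bar is the share of peaks (%) of the first library that overlap a peak of the second by at least 1 bp, and each black mark is the mean of 1000 random placements. The 4 bars for replicates of a cell line reach 38.2 to 74.9%, while the bars for different cell lines reach 3.35 to 6.34%.

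The ends of the overlapping peaks were then compared, a measure chosen after the overlaps had been seen. In RT112, 45.0% of 36933 overlapping pairs had both ends within 1 bp of each other, and in UM-UC-3 this was 69.2% of 81905 pairs. Between the cell lines the share was 1.69 to 2.48%. Both ends were identical in 21.2% of the pairs in RT112 and 28.6% in UM-UC-3, against 0.485 to 0.858% between the cell lines. The SDs given for the cell lines here therefore describe lists in which many shared peaks have ends within 1 bp of each other.

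**Figure D2:**
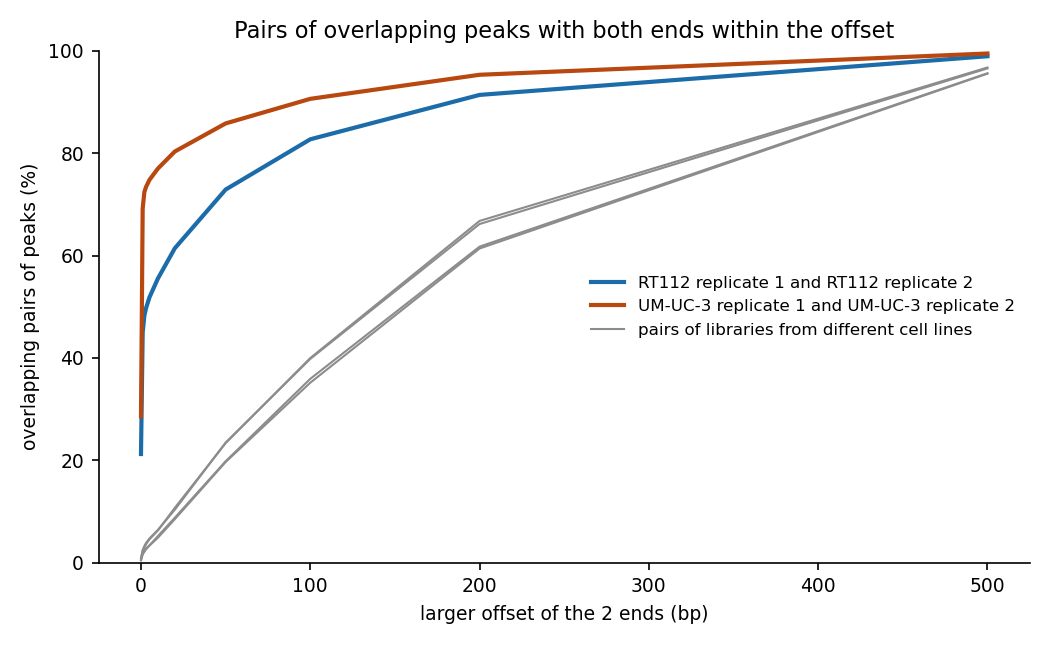
The curves give the share of overlapping pairs of peaks (%) whose ends both lie within the offset on the horizontal axis (bp), in blue for the RT112 replicates, in orange for the UM-UC-3 replicates and in grey for pairs of libraries from different cell lines. At an offset of 1 bp the RT112 curve is at 45.0% and the UM-UC-3 curve at 69.2%, while the grey curves are at 1.69 to 2.48%.

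The study asked on which chromosomes PAI-1 was found. Peaks lay on all 24 chromosomes (1 to 22, X and Y) in all 4 libraries. On chromosome Y there were only 11 and 7 peaks in the RT112 replicates and 9 in each UM-UC-3 replicate, too few to be read as binding there. Chromosome Y had the lowest density in both cell lines, with 0.152 ± 0.0476 peaks per Mb in RT112 (SD, n = 2) and 0.152 per Mb in both UM-UC-3 libraries. Of the other chromosomes, RT112 had the highest density on chromosome 20, with 45.3 ± 12.6 peaks per Mb (SD, n = 2), where UM-UC-3 had 34.3 ± 0.415. UM-UC-3 had the highest density on chromosome 5, with 50.6 ± 1.46 peaks per Mb, where RT112 had 29.3 ± 9.60 (SD, n = 2). The highest density divided by the lowest, without chromosome Y, was 2.84 and 3.11 in the RT112 libraries and 2.37 and 2.32 in the UM-UC-3 libraries. Among the 25% of peaks with the highest score it was 3.62 in RT112 and 3.14 in UM-UC-3. Peaks tied at that cut were taken in chromosome order, which can itself shift this ratio. Copy number was not measured here, and the chromosomes were not tested against each other.

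**Figure D3:**
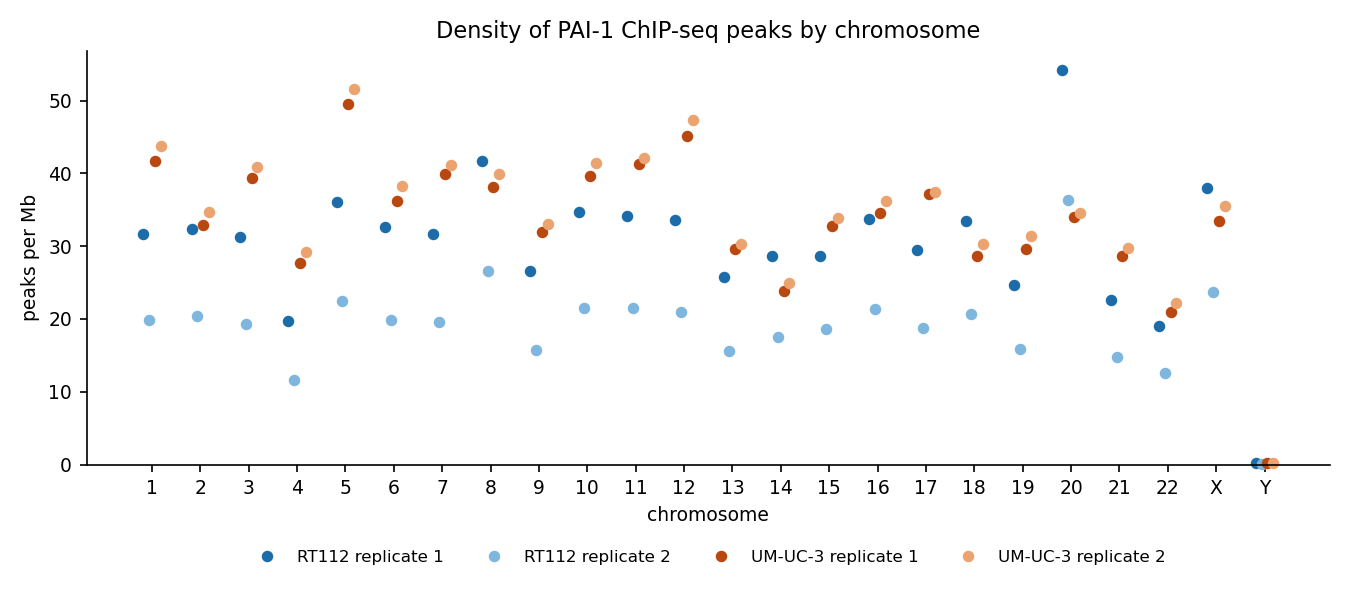
Each point is the number of peaks per Mb of a chromosome in a library, in blue for RT112 and in orange for UM-UC-3. Chromosome 20 stands highest in RT112 at 54.2 and 36.4 peaks per Mb, chromosome 5 in UM-UC-3 at 49.5 and 51.6, and chromosome Y is near 0 in all 4 libraries.

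The study also asked where the peaks lay relative to genes. In RT112, 45.3 ± 0.0727% of the peaks lay in introns, 34.1 ± 0.0719% in distal intergenic DNA and 15.6 ± 0.0157% in promoters (SD, n = 2). In UM-UC-3 the shares were 45.4 ± 0.0257%, 34.3 ± 0.0541% and 15.8 ± 0.0414% (SD, n = 2). Random placement gave 31.9% distal intergenic peaks in RT112 and 32.3% in UM-UC-3, so the observed shares were 1.07-fold and 1.06-fold higher (two-sided permutation p = 0.002 for each, the smallest possible; adjusted p = 0.0029 over 16 tests). Promoter shares were below random placement, which gave 18.8% in RT112 and 18.5% in UM-UC-3 (permutation p = 0.002, adjusted p = 0.0029, two-sided). Within 1 kb of a TSS lay 6.49% of the RT112 peaks against 8.26% by random placement, and 6.26% of the UM-UC-3 peaks against 8.09% (two-sided permutation p = 0.002 and adjusted p = 0.0029 for each). Intron shares were 1.03-fold above random placement in both cell lines (two-sided permutation p = 0.002, adjusted p = 0.0029). The shares in 3′ UTRs were 1.26% in RT112 and 1.22% in UM-UC-3, below the 1.45% and 1.42% by random placement (two-sided permutation p = 0.002, adjusted p = 0.0029), and those in other exons were 1.84% and 1.70% against 1.95% and 1.89% (two-sided permutation p = 0.004 and 0.002, adjusted p = 0.0053 and 0.0029). The deficit in other exons was not stable in RT112: replicate 1 alone had p = 0.098, the midpoint of the peak gave p = 0.567 and 0.408 in replicates 1 and 2, and whole-chromosome shifts gave 1.03-fold and 0.990-fold (p = 0.378 and 0.756, two-sided permutation tests). In UM-UC-3 it passed the threshold in these settings, except in replicate 2 under whole-chromosome shifts (0.951-fold, two-sided permutation p = 0.06). Under the same shifts the 3′ UTR deficit of RT112 replicate 1 was not past the threshold (two-sided permutation p = 0.368). Peaks in 5′ UTRs made up 0.103% in RT112 against 0.116% (two-sided permutation p = 0.126, adjusted p = 0.13). In UM-UC-3 they made up 0.0966% against 0.113% (two-sided permutation p = 0.02, adjusted p = 0.025). This deficit was not stable: UM-UC-3 replicates 1 and 2 alone had two-sided permutation p = 0.054 and 0.202. The midpoint of the peak gave two-sided permutation p = 0.129 and 0.219, and whole-chromosome shifts two-sided permutation p = 0.199 and 0.478. With protein-coding genes only, replicate 1 passed the threshold (two-sided permutation p = 0.04) and replicate 2 did not (two-sided permutation p = 0.1). The share stayed below random placement in all these settings. The downstream share was not past the threshold in RT112 (1.67% against 1.63%, two-sided permutation p = 0.228, adjusted p = 0.23) or in UM-UC-3 (1.55% against 1.597%, two-sided permutation p = 0.106, adjusted p = 0.12). Placements weighted by GC content were not run for the locations. With protein-coding genes alone, the distal intergenic share was 54.1% in both cell lines, against 50.7% in RT112 and 51.3% in UM-UC-3 by random placement. The excess of distal intergenic peaks depended on the placement: shifts along the whole chromosome gave 36.4% in RT112 and 36.1% in UM-UC-3, above the observed shares. Leaving out the placements that touched an assembly gap brought these to 32.3% and 32.1%, again below the observed shares; this last comparison was chosen after the data were seen.

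The distal intergenic share differed by 0.104 percentage points between the cell lines (exact permutation test, two-sided p = 0.333, the smallest possible), against an SD of 0.0719 points between the RT112 replicates. The difference was -0.0638 points with protein-coding genes alone and 0.341 points for peaks found in the other replicate. It was below that SD without RT112 replicate 1 (0.0531 points) and without UM-UC-3 replicate 1 (0.0657 points).

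**Figure D4:**
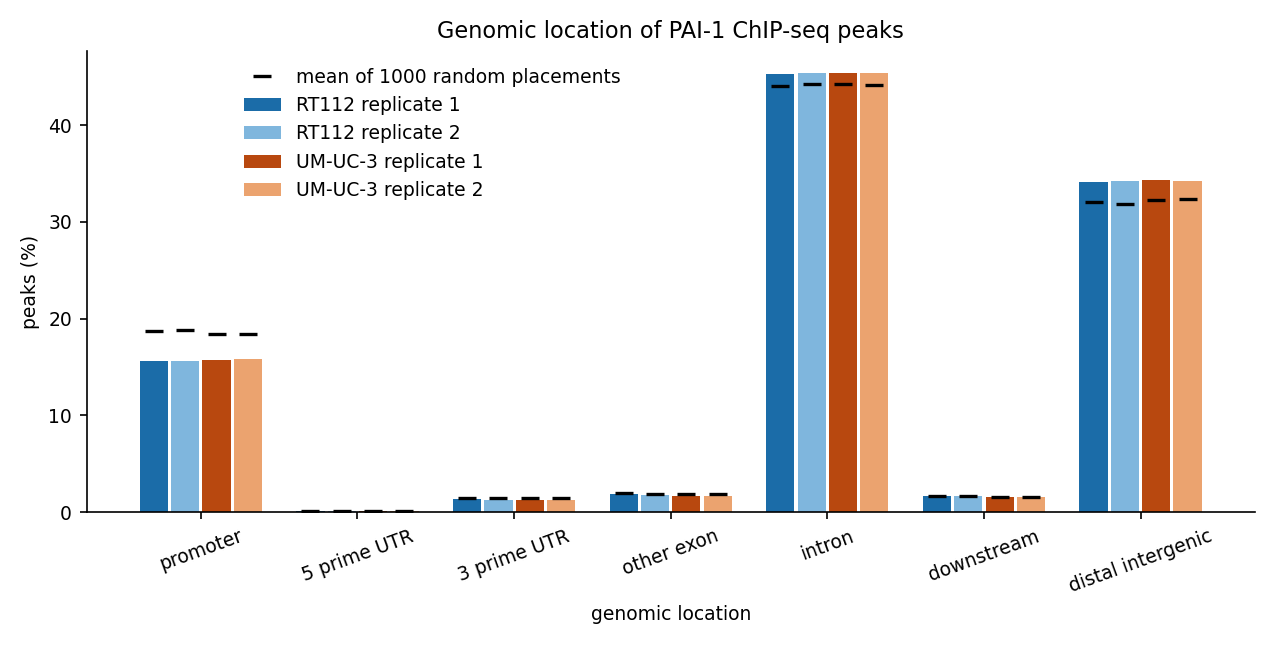
Bars give the share of the peaks of each library (%) in each genomic location, and black marks give the mean of 1000 random placements. Promoter bars lie below their marks (15.6 and 15.8% against 18.8 and 18.5%), and intron and distal intergenic bars lie slightly above theirs.

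Peak coverage around the TSS of the 20162 protein-coding genes had a minimum at the TSS. In RT112 replicate 1, 0.314% of the bases within 500 bp of a TSS were covered by a peak, and 0.630% at 2 to 3 kb. The ratio of these shares was 0.499 in that library and 0.446 in RT112 replicate 2, a mean of 0.472 ± 0.0373 (SD, n = 2; random placement 0.999, two-sided permutation p = 0.002, the smallest possible). In UM-UC-3 it was 0.408 and 0.390, a mean of 0.399 ± 0.0128 (SD, n = 2; random placement 1.001, two-sided permutation p = 0.002, the smallest possible). With the TSS of all annotated genes the means were 0.836 and 0.738. Coverage at 2 to 3 kb was itself below that of random placement in all 4 libraries. Much of the minimum went with GC content: 200 placements weighted to the GC content of the peaks, a comparison chosen after the ratios were seen, had mean ratios of 0.573 to 0.582. The observed ratio was below these means in 4 of 4 libraries (two-sided permutation p = 0.03 for RT112 replicate 1 and 0.01, the smallest possible, for each of the others).

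**Figure D5:**
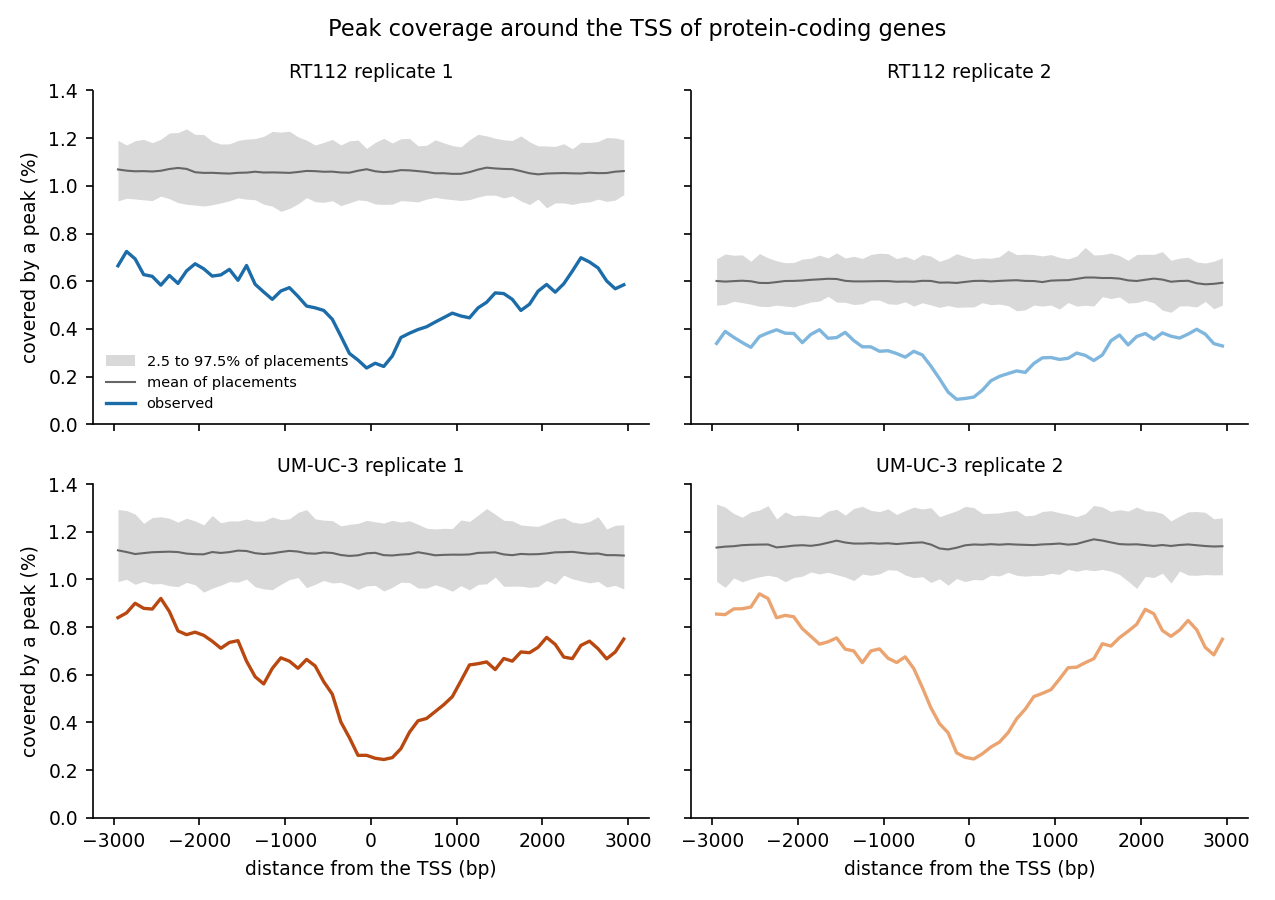
Each panel shows, for a library, the share of bases covered by a peak (%) against the distance from the TSS of protein-coding genes (bp), with the mean and the central 95% of random placements in grey. The observed curves lie below the grey bands and fall further at the TSS, where coverage within 500 bp is 0.314, 0.164, 0.318 and 0.323% in the order of the panels.

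Genes near peaks were counted next, since the study combined them with expression changes after knockdown of PAI-1. A peak lay in or within 3 kb of 49.2 ± 6.62% of the protein-coding genes in RT112 (SD, n = 2), against 55.4% by random placement, and of 58.9 ± 0.463% in UM-UC-3, against 64.5% (two-sided permutation p = 0.002 for each, the smallest possible). Both replicates had a peak for 40.4% of the genes in RT112 and for 53.7% in UM-UC-3. Restricting the window to 3 kb around the TSS moved the mean share per library most, to 7.91% of the genes in RT112 and 12.5% in UM-UC-3.

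The lists of genes from the study were chosen partly by adjacency to these peaks, so an excess over random lists is not independent evidence. Of the 438 genes on the UM-UC-3 list, 434 were protein-coding genes of the annotation. Of these, 290 (66.8%) had a peak in both UM-UC-3 replicates, against 62.7% of length-matched random genes (one-sided permutation p = 0.01, adjusted p = 0.02 over 6 tests). Of 469 genes on the RT112 list, 256 (54.6%) had a peak in both RT112 replicates, against 50.8% (one-sided permutation p = 0.014, adjusted p = 0.022). With the cell lines exchanged, 67.6% of the RT112 list had a peak in both UM-UC-3 replicates against 62.6% (one-sided permutation p = 0.0012, adjusted p = 0.0072), and 55.1% of the UM-UC-3 list had a peak in both RT112 replicates against 50.4% (one-sided permutation p = 0.0055, adjusted p = 0.016). Of the 57 genes on both lists, 37 (64.9%) had a peak in both UM-UC-3 replicates against 60.3% (one-sided permutation p = 0.23, adjusted p = 0.27), and 25 (43.9%) in both RT112 replicates against 47.4% (one-sided permutation p = 0.81, adjusted p = 0.81). The genes on the UM-UC-3 list had a median length of 41.9 kb and those on the RT112 list of 41.1 kb, against 27.2 kb for all protein-coding genes.

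In an analysis chosen after these values were seen, a gene was counted when its TSS was the nearest to at least 1 peak in each replicate, and random lists were matched on the stretch of genome nearest to a gene's TSS. Matching on gene length had been tried first for this rule and gave a larger excess; it was replaced because the rule depends on that stretch and not on gene length. Then 94.5% of the UM-UC-3 list was counted with the UM-UC-3 peaks, against 85.5% of matched genes, and 90.2% of the RT112 list with the RT112 peaks, against 77.7% (one-sided permutation p = 0.0001, the smallest possible, and adjusted p = 0.0003 for each). Of the 57 genes on both lists, 94.7% were counted in UM-UC-3 against 87.1% (one-sided permutation p = 0.032, adjusted p = 0.032), and 87.7% in RT112 against 77.7% (one-sided permutation p = 0.018, adjusted p = 0.022).

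Of the 12 named genes, 8 had a peak in the gene or within 3 kb in RT112 replicate 1, 5 in RT112 replicate 2, 8 in UM-UC-3 replicate 1 and 7 in UM-UC-3 replicate 2. For these genes the TSS was the outermost start of the annotated gene, and the starts of other transcripts were not counted. A peak within 3 kb of that TSS was present for 2, 1, 3 and 3 of them. APC had peaks in the promoter category in both UM-UC-3 replicates that lay farther from it, since that category uses the TSS of any transcript.

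HDAC2 had a peak 159 bp upstream of its outermost annotated TSS in both RT112 replicates, on chromosome 6 from 114332631 to 114332920, with scores of 4.94 and 4.09. It had no peak within 3 kb of that TSS in UM-UC-3. Whether these cells use that start was not tested, here or for the genes below. LPXN had a peak 2038 bp into the gene from its TSS in UM-UC-3 replicate 1 and 2039 bp in replicate 2, the same region in both UM-UC-3 replicates, on chromosome 11 from 58343433 to 58343655 in replicate 1, with scores of 4.95 and 3.85. PTGS2 had a peak upstream of its TSS in both UM-UC-3 replicates, on chromosome 1 from 186652947 to 186653168 in replicate 1 with a score of 8.46, and with a score of 4.44 in replicate 2. In RT112 replicate 1 a PTGS2 peak lay closer to the TSS, from 186651323 to 186651956, with a score of 2.24, and in RT112 replicate 2 the nearest peak was 10.04 kb from the gene. DOCK2, the longest of these genes at 446.1 kb, had 18 and 13 peaks in the RT112 replicates and 31 in both UM-UC-3 replicates. CIRBP, LTBR, PLK2 and SPP1 had no peak within 3 kb in any of the 4 libraries.

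The peaks with the best mean rank in RT112 were on chromosome 21 from 11115739 to 11116513 (scores of 126.8 and 115.1), on chromosome 6 from 150256083 to 150256431 (116.9 and 102.6) and on chromosome X from 48646528 to 48646793 (95.3 and 66.1), with coordinates as in replicate 1. The nearest protein-coding gene was TPTE at 124.8 kb for the first and ULBP2 at 6.72 kb for the second, and the third overlapped GATA1. All of them fell in the promoter category. Those of UM-UC-3 were on chromosome 10 from 30106117 to 30106597 (73.6 and 83.6), on chromosome 12 from 114670118 to 114670587 (75.3 and 79.7) and on chromosome 12 from 114112283 to 114112629 (91.3 and 74.4). The first of these lay in distal intergenic DNA 80.2 kb from SVIL, the second in distal intergenic DNA 121.1 kb from TBX5, and the third in an intron of LINC01234. The peaks on chromosomes 21, 6 and 10 and that near TBX5 overlapped a peak in both libraries of the other cell line, that in GATA1 in 1 of them and that in LINC01234 in 0. The reference sequence of 5 of these 6 peaks had at least 65% purines or at least 65% pyrimidines: 79.4% purines on chromosome 21, 82.3% in GATA1 and 65.1% on chromosome 10, and 75.1% pyrimidines near TBX5 and 89.3% in LINC01234. This limit was chosen after the sequences were seen. The central 60 bases of the LINC01234 peak, from 114112426 to 114112485, read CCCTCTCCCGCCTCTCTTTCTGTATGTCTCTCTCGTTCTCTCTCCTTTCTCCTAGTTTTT.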

Values the study reported

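The study reported lists of 438 genes in UM-UC-3 and 476 genes in RT112 that were near PAI-1 binding and changed in expression after knockdown, and 57 genes shared by these lists. A figure legend of the study describes the genes taken from the expression data as upregulated. The study also reported PAI-1 binding near the 57 genes in a separate ChIP experiment read on arrays (ChIP-on-chip), which is not part of these data.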

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

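The test of chance placement in this part was chosen only after the result was seen. The share of peaks downstream of genes lay above random placement in both RT112 libraries (1.67 ± 0.00998% against 1.63%, SD, n = 2) and below it in both UM-UC-3 libraries (1.55 ± 0.00841% against 1.597%, SD, n = 2). The fold over random placement differed by -0.0511 between UM-UC-3 and RT112. What singled it out was the opposite direction in the libraries of the cell lines, and the difference in the fold itself was not tested. The share itself differed by -0.117 percentage points between UM-UC-3 and RT112, more than the larger SD of 0.00998 points (exact permutation test, two-sided p = 0.333, the smallest possible). Against random placement, the smallest two-sided permutation p-value over the 4 libraries was 0.258. Some other settings gave other answers, while the 25% of peaks with the highest scores and the peaks found in the other replicate gave no p below 0.229. With protein-coding genes only, both RT112 libraries also lay below random placement (0.971-fold and 0.988-fold), so the opposite direction was gone, and the deficit in both UM-UC-3 libraries reached a two-sided permutation p of 0.01, the smallest that 200 placements can give. With whole-chromosome placements outside assembly gaps, a setting chosen later, p was 0.02 and 0.03 in UM-UC-3. With whole-chromosome shifts that included gaps, p was 0.03 in both RT112 libraries. With the midpoint of the peak it was 0.04 and 0.06 in UM-UC-3. These p-values are not adjusted. Whether chance placement relative to gene ends could account for the pattern therefore stays open, as does a biological difference between the cell lines.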

How the results depend on the processing

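The count of every line, placement outside assembly gaps and assignment to the nearest TSS were chosen only after the results were seen; the other alternatives were planned. For 25 results, 156 alternative values were computed. Of these, 12 could not or did not move (merging of peaks within 200 bp, the replicate block, whole-chromosome shifts for the difference between the cell lines, and the number of chromosomes with a peak, which was 24 of 24 throughout) and say nothing about stability. Of the other 144, 128 kept the direction and, where tested, the side of the threshold, or stayed within a fixed limit. That limit was the SD of the replicates for the ratio of chromosome densities and a fixed fold for the number of peaks. With 2 replicates, leaving out a replicate cannot move that ratio beyond the SD, so those values also say nothing about stability.

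The overlap between replicates was 26.0-fold to 91.9-fold above random placement in RT112 and 28.3-fold to 81.6-fold in UM-UC-3, and the overlap between cell lines 2.18-fold to 5.68-fold. These are means under the alternatives counted in this part. The checks given under other observations are not among them: GC-weighted placements gave 2.02-fold for the lowest pair of libraries. The TSS ratio stayed below random placement throughout, from 0.446 to 0.836 in RT112 and from 0.390 to 0.738 in UM-UC-3. The share of genes with a peak and the promoter share also stayed below random placement under every alternative run. Leaving out a replicate was not possible for the overlap between replicates.

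Shifts along the whole chromosome turned the excess of distal intergenic peaks into a deficit, with 34.1% against 36.4% in RT112 and 34.3% against 36.1% in UM-UC-3. With placements that touched an assembly gap left out, the excess returned (32.3% and 32.1% by random placement), so placements into gaps, which count as intergenic, can account for this reversal. With protein-coding genes only, the intron share of RT112 was 34.4% against 34.3% (two-sided permutation p = 0.687), and the difference in the distal intergenic share between the cell lines changed sign to -0.0638 percentage points; the cause was not tested. That difference was 0.0531 to 0.155 points in the fits that each left out a replicate and 0.341 points for peaks found in the other replicate. Among the 25% of peaks with the highest scores, the ratio of the highest to the lowest density over the chromosomes moved to 3.62 in RT112 and 3.14 in UM-UC-3. Peaks tied at the cut were taken in chromosome order, which favours the earlier chromosomes. In RT112 replicate 1, for example, 7491 peaks shared the score of 6.15 at the cut. The move therefore cannot be read as a property of high-scoring peaks.

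The list comparisons were the least stable. The excess of the UM-UC-3 list was no longer past the threshold when a peak in either replicate sufficed (74.4% against 71.7%, one-sided permutation p = 0.058). That of the RT112 list was no longer past it for windows of 3 kb around the TSS (5.33%, p = 0.13) or for the 25% of peaks with the highest scores (28.8%, p = 0.13, one-sided permutation tests). The genes on both lists went from a deficit to an excess in RT112 with a peak in either replicate (66.7%), windows of 10 kb (63.2%), unmatched lists (43.9% against 40.4%), the 25% of peaks with the highest scores (24.6%) and the nearest TSS (87.7%). The last of these was past the threshold (one-sided permutation p = 0.018); over the alternatives of this result p ranged from 0.018 to 0.91. Their share was 47.4 to 63.2% in the fits that each left out a replicate, with the excess in the fit without RT112 replicate 2. In UM-UC-3 the excess of the same genes passed the threshold with the nearest TSS (94.7%, one-sided permutation p = 0.032). The causes of these changes were not tested.

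Without RT112 replicate 2 the difference in the number of peaks was 15267.5, and without RT112 replicate 1 it was 51463.5, so the size of this difference depends on RT112 replicate 2. With the replicate number as a block, the paired differences were 33365.5 peaks and 0.104 percentage points of distal intergenic peaks (exact paired test, two-sided p = 0.5, the smallest possible), which says nothing about stability; the numbers are not known to pair the libraries. The depth of each library is unknown here, which limits any reading of the number of peaks.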

Other observations

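The tests on shared fragments, on the steps of the scores, on GC content around the TSS and on genes nearest to a peak were chosen only after the result was seen, and the GC test was a single test over 4 libraries until its values led to a split by cell line; the other tests here were set down before their own result was seen, though the purine limit followed a look at the sequences of the top peaks. All of them were made on the data in which the patterns were found, so each explanation below is a hypothesis.

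Both ends of overlapping peaks coincided to within 1 bp in at least 45.0% of the pairs within a cell line. If peak ends follow the outermost reads, which was not tested, independent libraries should rarely place both at the same bases. Binding sites with sharp edges would give such ends in every library. At the loci with a peak in all 4 lists, however, at most 0.991% of the pairs between the cell lines coincided, against 41.4% of the pairs within RT112 and 61.6% within UM-UC-3, which argues against sharp edges there. Of the coinciding pairs, 92.0% in RT112 and 94.3% in UM-UC-3 lay where the other cell line had no peak, and for these shared fragments and sharp edges in a single cell line cannot be told apart, since there is no partner list to compare. A candidate explanation for the whole pattern is that the lists of a cell line rest in part on the same sequenced fragments, for example from a shared immunoprecipitate or library, and the reads would be needed to test this. If so, the overlap between replicates would overstate how well the sites repeat. The sample labels call the libraries biological replicates, and a shared immunoprecipitate or library would be at odds with that label.

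Most scores fell on a ladder of a few values. The first 3 steps held 51.2 to 52.1% of the peaks of each library, and the whole ladder 74.8 to 75.9%. The distances between its first steps followed a Poisson tail with a single rate per library to within 0.0129 (root mean square on the log10 scale, largest of the 4 libraries, each with the better of the readings as p-value and as q-value). This is consistent with peaks called from 2 or 3 overlapping reads upwards against a uniform background rate of the library. The height of the ladder was matched less well than its steps: with the scores read as p-values, a fit of both left 0.0844 to 0.157 and put the first step at 3 or 4 reads. The number of reads is therefore not settled. If a few reads suffice, many of the low-scoring peaks may be chance pile-ups, and the share found again in the other replicate was lower for low scores.

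Peaks were nearly absent from DNA with at least 60% GC, but their mean GC content was not low. Windows with at least 60% GC held 0.138 to 0.224% of the peaks and 2.12 to 2.27% of the placed ones. Mean GC was 42.27 and 42.72% in the RT112 replicates, against 40.99 and 41.10% for the placed peaks. It was 40.65% in both UM-UC-3 replicates, against 40.65 and 40.645%. When placements were weighted to the GC content of the peaks, the mean TSS ratio of the placements was 0.573 to 0.582 over the 4 libraries, against 0.997 to 1.006 without weights, so GC content may account for much of the dip at the TSS. In UM-UC-3 both libraries (0.408 and 0.390) stayed below the lowest weighted placement, 0.479, which argues against GC content as the whole cause there. In RT112 the ratio of replicate 2 (0.446) was below the lowest of its weighted placements, 0.462. The ratio of replicate 1 (0.499) lay above the lowest of its own, 0.493, though in their lower tail (two-sided permutation p = 0.03). Whether GC content suffices in RT112 therefore cannot be told apart from a further effect. Loss of GC-rich fragments in library amplification is a possible explanation for the GC effect, and the input libraries would be needed to test it.

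The overlap between the cell lines stayed above random placement after each technical account that was tested. It was at least 2.17-fold above it with peaks within 1 Mb of an assembly gap left out, at least 2.02-fold with placements weighted to the GC content of the peaks, and at least 2.102-fold without the peaks in DNA with mostly purines on a single strand (see the next paragraph for the measure). None of these alone accounts for it. Mappability, repeats and shared features of open chromatin were not tested, so a biological explanation stays open alongside them.

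The sequences of the top peaks prompted a look at strand composition. A window counted as skewed when at least 65% or at most 35% of its bases on the plus strand were purines. In the 10% of peaks with the highest scores, 8.21 to 13.02% of the windows were skewed, against 2.72 to 2.78% for placements of the same peaks, and the lowest ratio over the 4 libraries was 2.98 (one-sided permutation p = 0.005, the smallest that 200 placements can give). Chance placement of the high-scoring peaks is excluded by these values. Over all peaks the share was 4.45 to 6.10%, in the 10% with the lowest scores 2.94 to 4.57%, and at the loci found in all 4 lists 11.01 to 11.7%. Reads of repeated purine-rich tracts that are collapsed in the reference, and an affinity of the precipitated material for such DNA, are both possible explanations, and neither was tested.

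Under the rule of the nearest TSS, the gene lists of the study had an excess over matched genes of 12.5 percentage points for the RT112 list and 9.02 for the UM-UC-3 list with the peaks of their own cell line. The excess was larger with the peaks of a list's own cell line than with those of the other, by 7.62 percentage points for the RT112 list and by 3.95 for the UM-UC-3 list. Under the planned window of the gene and 3 kb the order was the opposite for both lists, with an excess of 3.74 points with the own cell line and 5.01 with the other for the RT112 list, and of 4.14 and 4.71 points for the UM-UC-3 list. The differences themselves have no p-value here. Lists chosen by adjacency to the peaks of their own cell line would be in line with the first of these rules and not with the window, so whether that choice accounts for the excess stays open. With the peaks of the other cell line the excess under the nearest TSS was 4.89 and 5.07 percentage points (one-sided permutation p = 0.0002 and 0.0014, adjusted p = 0.0004 and 0.0021).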
